A study of Mus musculus with 2 samples. Its data were reported in "Hmga2 protein loss alters nuclear envelope and 3D chromatin structure" (2022).

How the data were processed

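Chromatin immunoprecipitation followed by sequencing (ChIP-seq) with an antibody against Hmga2 was carried out once, in E14Tg2a, a mouse embryonic stem cell line, after induction into EpiLCs (epiblast-like cells) per the labels. The study's methods describe the ChIP-seq material as EpiSCs (epiblast stem cells) derived from induced pluripotent stem cells, and the cell type is named here after the labels. The 2 libraries are the Hmga2 ChIP and its input, which is chromatin not incubated with antibody. The list of Hmga2 peaks was analysed, and it belongs to the ChIP library. The input enters only through the background that the authors' peak caller derived from it, and its reads were not analysed here.

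According to the methods, the authors trimmed the reads, aligned them with BWA, removed ambiguous reads and called peaks with MACS2 on the ChIP library against the input. Peaks were therefore called on 1 library, and nothing was pooled. The deposited table gives for each peak its position, its length, a signal, which is the pileup of overlapping ChIP fragments, and 3 scores, which are the fold enrichment over the local background and the p-value and q-value on the -log10 scale. All these peak values are the authors' own. They were used only to describe, rank and filter peaks within the list. The number of sequenced reads is not given in the list, so the depth of each library is unknown and no interval that needs it was computed.

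The 3 score columns as deposited do not hold the scale that their headers name, and they were read here as numbers whose decimal points had been moved. Of the 103715 values with at least 4 digits in these columns, 103706 had exactly 3 decimals, and the deposited fold exceeded the pileup plus 1, its value at a background of 0, in 34258 of 34597 peaks. MACS2 computes the fold as (pileup + 1) / (background + 1) and the p-value from the Poisson distribution of the pileup at that background. For each peak the placement of the points was taken for which fold, pileup and p-value fulfilled this relation, jointly with the relation of q to p over the list. The restored p differed from the Poisson p by a median of 0.473% and by at most 13.7%. On 33249 simulated peaks with displaced points, 33245 were recovered. The simulated peaks were built from the restored list and displaced by the rule assumed here. The simulation thus shows that the procedure undoes such a displacement. It does not show that the deposited columns were displaced in this way. All folds, p-values and q-values below are restored values and rest on this reading. The design assumed that the columns hold what their headers name. The pileup was used as deposited. Its values are not all whole numbers, so it may be a scaled value. The word fragments after a pileup or background below names its unit and is not a count. The background of a peak was computed back from pileup and fold.

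The coordinates are those of the list, counted from 1. They are not GRCm38 coordinates, because 136 peaks on 7 chromosomes end beyond the GRCm38 chromosome end. The methods name mm9 for the mapping as well as GRCm38, and the build of the list is not stated in it. GRCm38 was the genome used here, and no coordinates were converted. The planned comparisons that need the sequence or the genes under a peak were therefore not run. These are the A+T content of peaks against random placements and flanks, A/T runs, 6-base words, repeat content, fold against A+T content, the shares of peaks at promoters, in exons, in introns and between genes, the genes at the strongest peaks, and peak density in bins against G+C content and gene density. Densities were computed over the span from the first to the last peak of each chromosome in place of its length. From GRCm38, with GENCODE M21 genes, only the A+T percent and the number of protein-coding genes per Mb of whole chromosomes were taken, along with the matches of the 5 primer pairs that the methods list for peaks.

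The main peak set was fixed before the data were examined as fold of at least 2 and p under 0.001, after the criterion that the study states. The alternatives fixed at that time were all peaks, a fold of at least 4, and a q under 1e-05. A threshold of p at most 1e-08 was added after the list had been seen, as were the analyses by 1 Mb bins and the correlations over chromosomes. The peaks named are, by a rule fixed beforehand, the 10 with the highest -log10 p and the 5 for which the methods list primers. Clustering was measured as the share of peaks with another peak centre within 10 kb and set against 100 random placements of as many peaks on the same chromosomes within the same spans. The procedure was tested on simulated peaks placed at random, of which 24.8% had a neighbour within 10 kb against a range of 24.1% to 25.6% in the placements. Intervals of shares are 95% Wilson intervals. They cover counting error of the peaks only, since peaks of 1 library are not replicates. Correlations over the 19 autosomes were tested with two-sided permutation tests (100000 permutations) and adjusted by Benjamini-Hochberg over the 4 p-values of the family. The chromosomes of 1 library are not independent samples, so these p-values describe the list and do not cover variation between experiments. Computations were done with Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3.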

Results

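Hmga2 is a chromatin protein that binds A+T-rich DNA through AT-hook domains. To map where the endogenous protein is associated with chromatin in EpiLCs, 1 Hmga2 ChIP library and 1 input library were prepared from E14Tg2a cells. There was no replicate, so none of the values below has an error between experiments, and no test between groups was possible. The list of Hmga2 peaks held 34597 peaks. The pileups were low. The median pileup in the main peak set was 6.34 fragments (quartiles 5.57 and 7.56), the lowest was 5, and 92.1% of these peaks had a pileup under 10. For a count of 5 fragments, the exact 95% Poisson interval runs from 1.62 to 11.7. Most peaks were thus measured with low precision if 1 unit of pileup is 1 fragment. That was not tested, and the number of fragments behind a peak is not known.

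The question of how many discrete sites Hmga2 occupied was addressed by counting the peaks past the threshold of 2-fold enrichment and p under 0.001. This threshold was passed by 34593 of the 34597 peaks, and the other 4 were on chromosome Y. The lowest -log10 p of the list was 3.23, so the p criterion removed no peak. The median fold of the main set was 3.75 (quartiles 3.41 and 4.33) and the median -log10 p was 4.55. A q under 0.05 was reached by 25081 peaks, which is 72.5% of the list (95% Wilson interval 72.0% to 73.0%), and a q under 0.01 by 13119 peaks. The count depended strongly on the threshold. It was 12884 at a fold of at least 4, and the alternative that moved it most, a q under 1e-05, left 2081 peaks.

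**Figure D1:**
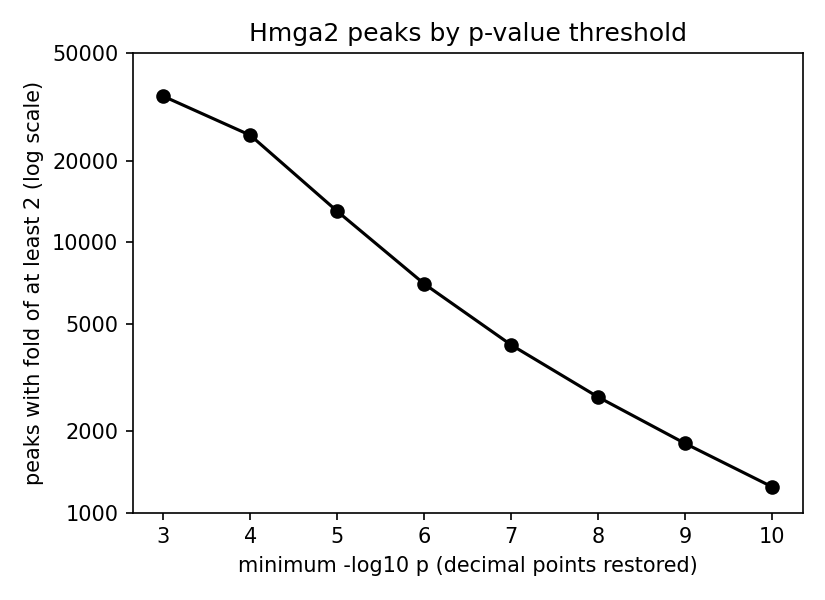
Number of Hmga2 peaks with a fold of at least 2 (vertical axis, log scale) at increasing minimum -log10 p (horizontal axis, restored values), for the ChIP library; each point is a count of peaks. The count falls from 34593 peaks at a minimum of 3 to 1245 at a minimum of 10.

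The Hmga2 peaks as called were short. Their median length was 188 bp (quartiles 140 and 291 bp), with a range of 134 to 1920 bp. The shortest length, 134 bp, was shared by 7162 peaks, which is 20.7% of the main set. Whether this length is a limit set by the peak caller is not known from the list. The lengths are thus no measure of how far Hmga2 extends on chromatin. Together the peaks covered 8.10 Mb. Among the peaks with a q under 1e-05, the median length was 199 bp and only 5 peaks had the shortest length.

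The distribution of the peaks over chromosomes was then examined. The autosomes together held 14.2 peaks per Mb. The density ranged from 8.38 peaks per Mb on chromosome 7 to 18.1 on chromosome 16, a ratio of 2.16. Chromosome X held 467 peaks, or 2.89 per Mb, which was below every autosome. The density of X was 0.204 times that of the autosomes (95% Wilson interval 0.186 to 0.224), and 0.131 times (0.082 to 0.207) with the 18 X peaks that had a q under 1e-05. On chromosome Y, 40 peaks of the main set were found between 1.48 and 2.90 Mb. Their median pileup was 30.3, compared with 6.33 on the autosomes, while their median fold was lower, 2.60 compared with 3.75.

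The study relates Hmga2 to non-transcribed, lamin-associated chromatin, from an alignment of its ChIP-seq with lamina data along the genome. It also describes the sites of Hmga2 accumulation as very rich in A and T. Here the density of Hmga2 peaks over the 19 autosomes was compared with whole-chromosome measures. These were the A+T percent and the density of protein-coding genes in GRCm38. Such measures do not test the sequence or the lamin association at the peaks themselves. Peaks per Mb were higher on chromosomes with a higher A+T percent (Pearson r = 0.76, permutation p = 0.00019, adjusted 0.00038; Spearman rho = 0.83, permutation p = 4e-05, adjusted 0.00016). Without chromosomes 3 and 11, which lie farthest from the median A+T percent, r was 0.74 (permutation p = 0.00052). Peaks per Mb were lower on chromosomes with more genes per Mb (Pearson r = -0.70, permutation p = 0.00094, adjusted 0.0013; Spearman rho = -0.59, permutation p = 0.0086, adjusted 0.0086). Without chromosomes 7 and 11, farthest from the median gene density, r was -0.51 (permutation p = 0.0364) and rho was -0.43 (permutation p = 0.0847). The relation with gene density was thus weaker without those chromosomes. A+T percent and gene density were themselves correlated over the autosomes (r = -0.85), so these data do not separate them. Neither relation was found among the peaks with a q under 1e-05, where r was 0.16 for A+T percent (permutation p = 0.5177) and 0.01 for gene density (permutation p = 0.9638). That result concerns whole chromosomes and not the sequence under those peaks.

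**Figure D2:**
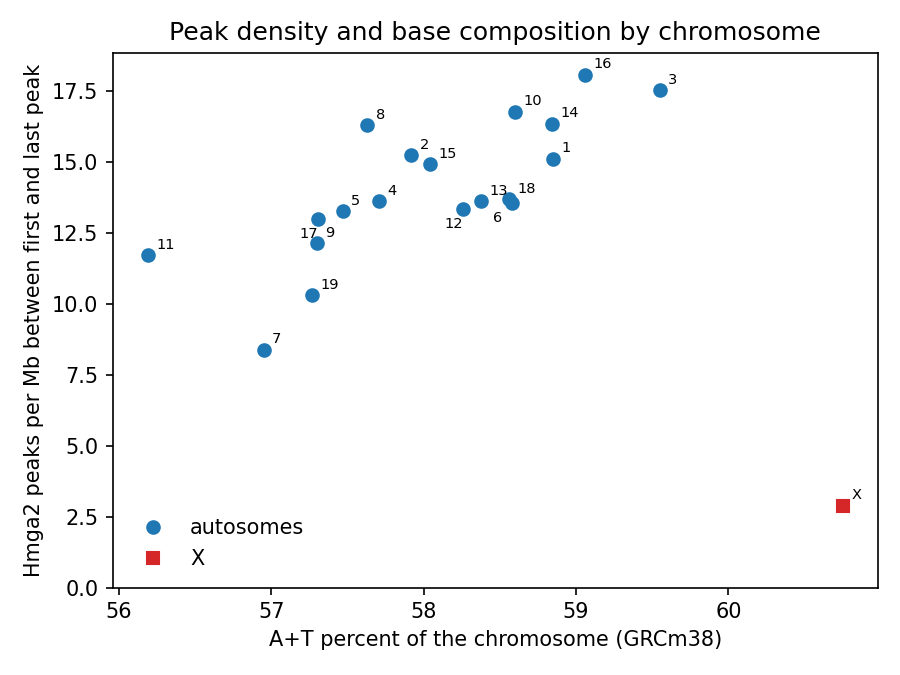
Hmga2 peaks per Mb of the span from the first to the last peak (vertical axis) against the A+T percent of the whole chromosome in GRCm38 (horizontal axis), main peak set; each point is a chromosome, circles for the 19 autosomes and a square for X, and Y is left out. The autosomes rise from left to right (r = 0.76), and X, at 60.75% A+T and 2.89 peaks per Mb, lies below all of them.

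To ask whether Hmga2 peaks were spread evenly or lay in groups, the distances between peak centres were compared with random placements. Another peak centre lay within 10 kb of 33.4% of the peaks (95% Wilson interval 32.9% to 33.9%). In 100 random placements this share ranged from 24.1% to 25.6%, so the observed share exceeded every placement and was 1.34 times their mean. With a distance of 50 kb the excess was smaller, 1.06 times, with 79.6% of the peaks against 74.8% to 75.9% in the placements. Over longer distances the peaks were uneven as well. In the 2384 bins of 1 Mb that lay within the autosomal spans, the mean was 14.2 peaks and the variance 90.9. The ratio of variance to mean was 6.42, compared with at most 1.44 in the placements, and 29 bins were empty, compared with at most 1. The fullest bin held 60 peaks, on chromosome 14 between 95000001 and 96000000, while no bin in the placements held more than 36. Counts in neighbouring bins were correlated (Spearman rho = 0.59, compared with 0.23 to 0.30 in the placements), and the correlation stayed above every placement at distances of 2 Mb, with 0.46 compared with at most 0.31, and of 5 Mb, with 0.32 compared with at most 0.31. At the longer distances examined it lay below every placement. It was 0.22 at 10 Mb, compared with 0.24 to 0.30 in the placements, and 0.12 at 20 Mb, compared with 0.21 to 0.32. These correlations are across bins of 1 library, which are not independent replicates.

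The peak with the highest -log10 p was on chromosome 16 at 41966794 to 41967031, with a pileup of 37.3 fragments, a fold of 20.8 and a -log10 p of 49.0. The next were on chromosome 2 at 144164112 to 144164349, with a fold of 18.2 and a -log10 p of 42.2, and on chromosome 7 at 29062474 to 29062677, with a fold of 16.0 and a -log10 p of 38.7. All 10 strongest peaks had a -log10 p of at least 25.9. The 9 of them outside chromosome Y were 138 to 334 bp long, with folds of at least 11.2. The remaining peak, on chromosome Y at 2859229 to 2860608, was 1380 bp long and had the highest pileup of the list, 82.9, with a fold of 3.96. These positions are on the build of the list, which is not GRCm38, so no gene is given for them.

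The methods list primers for 5 of the peaks. In the list, these peaks had folds from 4.92 to 9.15 and -log10 p from 8.74 to 18.0, and by -log10 p they ranked between 97 and 2000 among the peaks of the main set. Peak 10319, on chromosome 14 at 82855261 to 82855488, had the highest values of these, and peak 7040, on chromosome 12 at 52805210 to 52805394, the lowest. Each of the 5 primer pairs was matched to GRCm38. The pair for peak 15807 lay on chromosome 17 at 84516112 to 84516184, in an intron of Plekhh2. The pairs for peaks 10319 and 10994 lay on chromosome 14, at 82455206 to 82455264 and at 98294843 to 98294942, and both were intergenic. The nearest start of a protein-coding gene was that of Pcdh17, 1988.3 kb away, for the former and that of Dach1, 125.1 kb away, for the latter. The pair listed for peak 7040 matched an intron of Dnmt3l on chromosome 10, at 78053689 to 78053769, whereas peak 7040 of the list is on chromosome 12. The pair listed for peak 4169 matched an intron of Ap4s1 on chromosome 12, at 51704543 to 51704602, whereas peak 4169 is on chromosome 10. Thus 3 of the 5 pairs lay on the chromosome of the peak they are listed for.

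The background that MACS2 derived from the input could be computed back from the pileup and the fold. Its most frequent value over the list was 0.844 fragments. In 45.0% of the autosomal peaks the background was at most 1% above that value. Such peaks are called peaks at the lowest background below. By chromosome this share ranged from 36.7% on chromosome 8 (95% Wilson interval 34.7% to 38.8%) to 49.9% on chromosome 15 (47.4% to 52.5%). On X it was 76.4% (72.4% to 80.1%), above every autosome. High backgrounds were seen on X as well. A background over 3 fragments was found at 14 of the 467 X peaks, compared with 22 peaks on all autosomes together. On Y the median background was 13.0 fragments, compared with 0.867 on the autosomes.

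**Figure D3:**
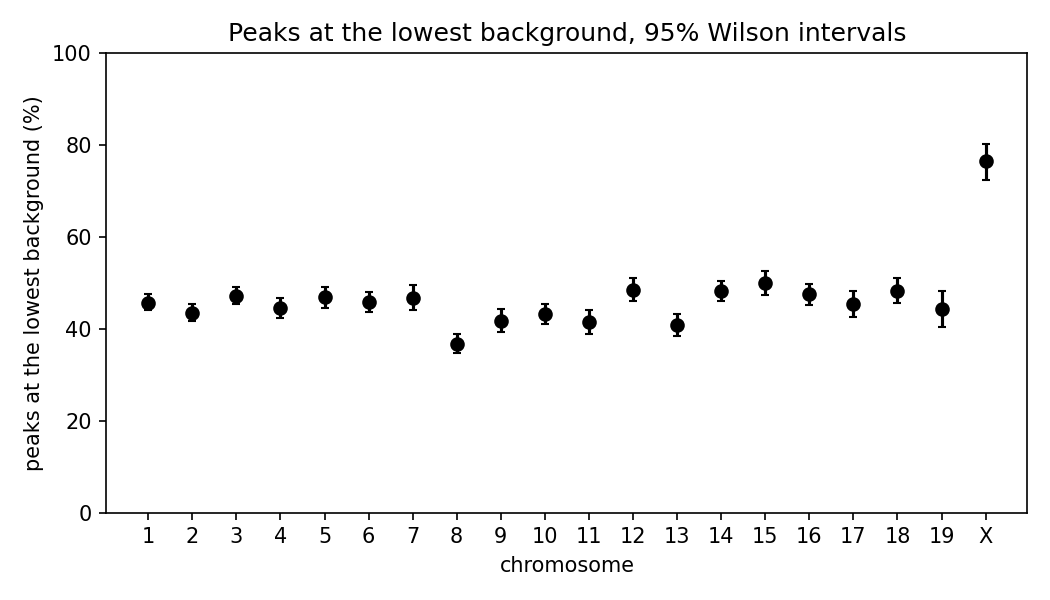
Percent of Hmga2 peaks of the main set at the lowest background (vertical axis), by chromosome (horizontal axis, Y left out). These are peaks with a background at most 1% above 0.844 fragments, the most frequent value of the list. Points are shares and bars their 95% Wilson intervals, which cover counting error only. X stands at 76.4%, above all autosomes, and chromosome 8 is lowest at 36.7%.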

Values the study reported

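The study reported 2673 sites of discrete Hmga2 accumulation at a threshold of 2-fold and p under 0.001, from an experiment without replicates.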

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

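The bin and chromosome correlation analyses, the threshold of p at most 1e-08 and the placements confined to occupied bins were chosen after the list had been seen. Taking all 34597 peaks, which adds only 4 to the main set, left all 7 results that were recomputed on the same side.

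The peak count was 12884 at a fold of at least 4, 2081 at a q under 1e-05 and 2673 at a p of at most 1e-08, by construction of these stricter thresholds. With the columns read as deposited it was 34597. The median length was 164 bp, 199 bp and 194 bp in these stricter sets, in that order. The density of X relative to the autosomes was 0.217 at a fold of at least 4, 0.131 at a q under 1e-05 and 0.158 at a p of at most 1e-08, below 1 in each. The cause of the changes in length and in X density was not tested.

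The correlation of peaks per Mb with A+T percent was 0.71 at a fold of at least 4 and 0.16 in the sets by q and by p. That with gene density was -0.60 at a fold of at least 4, -0.03 at a p of at most 1e-08 and 0.01, of opposite sign and close to 0, at a q under 1e-05. Neither relation was thus seen in the sets by q and by p. For A+T percent, the smaller number of peaks in the set by q was tested as a cause, as described among the other observations.

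The excess of close peaks over random placements, 1.34 times in the main set, was 1.31 at a fold of at least 4 and 1.77 in both sets by q and by p, where 66 and 108 peaks had a neighbour. It was 1.06 within 50 kb, where random placements already give most peaks a neighbour, and 1.25 after peaks under 1 kb apart were merged. In each of these the share exceeded every placement, so the direction held. The coefficient of variation of 1 Mb bins beyond counting error, 0.619 in the main set, was 0.49, 0.532 and 0.504 in the sets by fold, q and p, 0.651 in 500 kb bins and 0.526 in 5 Mb bins. The cause of these differences was not tested.

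The alternatives for flank distance, repeat content, promoter width, gene class, bin width and covered bases in the sequence and gene comparisons were not run, since those comparisons need the genome of the build of the list. No paired analysis was possible because there is 1 ChIP library. The low pileups limit what can be said of any peak near the threshold, and 27.5% of the list had a q of at least 0.05.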

Other observations

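The tests below were chosen after the list had been seen, except that of the merged peaks, which was planned. For the placements in occupied bins and the random draws of peaks, the outcome had not been seen when the test was chosen, but for the other added tests it had.

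The number of peaks past 2-fold and p under 0.001 was 34593. That is higher than the value quoted from the study above. At a fold of at least 2 and a p of at most 1e-08, 2673 peaks were left. That is equal to the value quoted from the study above. The threshold was found by looking for a criterion with a matching count, after 13 thresholds on fold, p and q had been looked at, so the match is a hypothesis about the criterion.

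The fold and p columns of the list ranked peaks differently from their pileup. The scale named in the headers is excluded, since the deposited fold exceeded its largest possible value in 99.02% of peaks. Moved decimal points are a candidate explanation, since a placement of the points brought every p within 13.7% of its Poisson value. Reading the columns as deposited changes the order of the peaks. The Spearman correlation of deposited and restored p was 0.644, and none of the 1000 peaks with the highest restored p was among the 1000 with the highest deposited p.

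Hmga2 peaks were sparse on X. Base composition is argued against by the autosomal line, which gives 20.1 peaks per Mb at the A+T percent of X, although X lies beyond the A+T range of the autosomes and the line is extended there. The share of X peaks at the lowest background, 76.4% with a lower interval end of 72.4%, exceeded that of every autosome. Fewer copies of X than of autosomes may raise this share. Less Hmga2 on X at the same number of copies may raise it too, because the background is known only at called peaks, and with fewer ChIP fragments those that pass would mostly lie where the background is lowest. The 2 explanations cannot be told apart from this list. Poorer mapping of reads to X was not tested, nor was the cause of the 14 X peaks with a background over 3 fragments. The labels do not give the sex chromosomes of the cells. The list has 40 peaks of the main set on Y, with a median background of 13.0 fragments, so ChIP reads and background reads were both placed on Y. That goes with Y DNA in the cells and hence with fewer copies of X, but it does not decide the matter, since reads from similar sequence elsewhere could be placed there too. No biological explanation was tested beyond these.

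Chromosome 8 had the lowest share of autosomal peaks at the lowest background. On the line of that share against A+T percent through the other 18 autosomes, 45.0% would be at chromosome 8, and the chromosome lay -3.36 residual SD from it, whereas the next lowest, chromosome 13, lay at -1.76 when treated in the same manner. This argues against the A+T percent of the whole chromosome as the cause, although chromosome 8 was picked as the lowest of 19. The line itself was loose, with an r of 0.43 over the other 18 autosomes. Base composition at the peaks was not examined. Extra copies of chromosome 8 in some of the cells may be an explanation. Chromosome 8 ranked 4 among the autosomes by median pileup, which does not decide it, because peaks enter the list only past a threshold, which holds the median pileup near it on every autosome. Other values go with extra copies. The median background of chromosome 8, 0.904 fragments, was the highest of the autosomes, although this is another view of the same pattern. Its density was 16.3 peaks per Mb at an A+T percent of 57.63, and without it the r of density and A+T percent rose from 0.76 to 0.81. More Hmga2 on chromosome 8 stays open as well and was not tested. The input reads were not analysed here.

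Peaks on Y had high pileups. Sequence present in many copies and collapsed on the assembly is a candidate explanation, since the median background at these peaks, 13.0 fragments, was far above the autosomal 0.867. The 4 peaks of the list below 2-fold were all on Y.

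Peaks lay closer together than random placements. Regions split by the peak caller into peaks under 1 kb apart are argued against as the whole cause. After such peaks were merged, 30.5% still had a neighbour within 10 kb, above the 25.2% that no placement exceeded. Wider regions split into peaks between 1 kb and 10 kb apart were not merged, so splitting of that kind stays open. Stretches without any peak stay open. Placements confined to 1 Mb bins that hold a peak reached at most 25.5%, but without the confinement they reached 25.6%, since only 29 of 2384 autosomal bins were empty, so this was no test of the explanation. Stretches shorter than 1 Mb were not tested. Regional differences in read coverage, in mapping and in the binding of Hmga2 stay open and were not tested.

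The rise of peaks per Mb with the A+T percent of the autosome was seen in the main set and not at a q under 1e-05. Counting error in the smaller set was tested as the cause by drawing 2081 peaks at random from the main set 100 times. The draws gave r from 0.50 to 0.87 (median 0.66), and the r of the strict set, 0.16, lay below all of them, which argues against counting error. The relation may thus belong to the weak peaks. Whether these reflect a diffuse association of Hmga2 with A+T-rich chromosomes or a base-dependent coverage of the ChIP library was not tested, and no second ChIP library was analysed here.

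For the primer pairs, an exchange of the names of peaks 7040 and 4169 in the primer list may explain the mismatch, since all 5 pairs then lie on the chromosome of their peak. The 2 pairs on chromosome 14 lie 15839657 bp apart in GRCm38 and their peaks 15838389 bp apart in the list, a difference of 1268 bp.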
